A study of Drosophila melanogaster with 30 samples.

How the data were processed

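RNA was measured by sequencing in 30 libraries of adult Drosophila melanogaster heads, in 6 groups of 5. Per the labels, flies were collected 22 to 31 h after eclosion. Bchs (Blue cheese, the fly counterpart of WDFY3) was overexpressed from a UAS-bchs::HA transgene under repo-Gal4, a driver active in glia, or nSyb-Gal4, a driver active in neurons. The Gal4/UAS system needs both parts for expression, so each overexpression group has a control with the driver and a control with the UAS transgene. The glia dataset and the neuron dataset each hold 15 libraries with their own UAS control. Per the labels, RNA of the neuron dataset was extracted with a column kit, and homogenisation of the glia dataset used Trizol before the same kit. Libraries of both were made with the TruSeq RNA v2 kit. Extraction and driver are therefore confounded between the datasets, and overexpression was compared with controls only within a dataset.

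The authors deposited a table of raw read counts per feature for each library, with FlyBase identifiers. The aligner, the counting program, the genome build, the annotation release and the use of strand are not stated in the labels or files. The last rows carry the names that htseq-count gives to its special counters. Files of the glia dataset listed 17869 genes and 6063 other features, most of them transposable element insertions, and files of the neuron dataset listed 17753 genes, with 17704 genes in common. These special counters and other features stayed out of library sizes and tests. Counts outside genes made up 5.61 to 8.13% of a library in the glia dataset and 9.02 to 10.5% in the neuron dataset. Counts in genes ranged from 28685786 to 84208964 per library in the glia dataset and from 44017794 to 60266009 in the neuron dataset. The variance within groups exceeded 2 times the mean count, so that spread beyond counting error was its larger part, in 99.1% of 11149 tested genes in the glia dataset and 82.7% of 10778 in the neuron dataset. No pair of replicates agreed within sampling noise, with a lowest chi-square per degree of freedom of 12.1 in the glia dataset and 17.3 in the neuron dataset.

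Symbols came from a table of gene names, which matched 17790 and 17626 genes of the glia and neuron files. Coordinates and transcript lengths came from the Ensembl annotation of build BDGP6.54, matched by gene identifier. A gene with an overlapping exon of another gene is uncertain where reads were assigned without strand, and genes with near-identical copies are uncertain because reads aligned to several places were counted separately.

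Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The main test was edgeR's quasi-likelihood F test on the counts as deposited, with filterByExpr, TMM scaling, a trended dispersion, robust estimation and Benjamini-Hochberg adjustment. Each dataset was fitted with its 15 libraries and 3 groups, without covariates, so that 11149 genes were tested in the glia dataset and 10778 in the neuron dataset. A gene counted as changed against both controls when its adjusted p was under 0.05 against each of them with the same sign of change. The difference between the glial and the neuronal effect, and the comparison of the UAS controls, came from a fit of all 30 libraries over 11137 genes, with the effect defined as overexpression minus the mean of both controls. Standard errors of log2 fold changes are those implied by the F statistic. Values per group are CPM, edgeR's counts scaled by library size and TMM factor, as mean ± SD over 5 libraries. Exact permutation tests of 5 against 5 libraries were two-sided, and 0.00794 is the smallest p they can give.

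Gene lists were tested with camera at a preset inter-gene correlation of 0.01 where at least 4 members were tested, with adjustment over 68 tests. The 17 lists tested were autophagy, lysosomal proton pump, proteasome, cytosolic ribosome, mitochondrial ribosome, respiratory chain, heat shock and chaperone, antimicrobial peptides, phototransduction, glial markers, neuronal markers, clock, female-biased, fat body, cuticle, cytochrome P450 and glutathione transferase genes. A list of male-biased genes had too few tested members and was used only as values per library. Lists were written down before the data were examined, as were the groups, the main design and most alternatives.

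Genes named in the text followed a rule set at the same time. They are bchs and w, the 4 higher and 4 lower genes with the largest change in each dataset, the 4 genes with the smallest adjusted p among those changed in both datasets, and changed members of the lists. The largest-change genes needed a mean of at least 10 counts and all 5 overexpression libraries on one side of all 10 control libraries, and were ranked by the smaller of both log2 fold changes. A group whose libraries all had at most 3 counts was treated as at the floor, and its fold change is given as a bound. Such bounds cover counting error only, since reads are not independent molecules.

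A length slope was computed per library as the regression of a gene's log2 deviation from its median over the dataset on the log2 length of its longest transcript. Lengths were known for 11106 tested genes in the glia dataset and 10699 in the neuron dataset.

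Alternatives were relative log expression size factors, no filter on low counts, a mean of at least 10 counts, DESeq2, an adjusted p under 0.01, an additional change of at least 1.5-fold, the sample number as a replicate block, a fit of only the groups compared, a fit of all 6 groups, and leaving out each library in turn. For changes against both controls, adjustment of the larger p and a contrast against the mean of both controls were added, and for gene lists fry and an estimated correlation. Chosen after seeing the data were leaving out 2 control libraries with length slopes under -0.5, the length slope as a covariate, limma's voom with sample weights, and for the UAS controls also DESeq2 and leaving out each library. The pipeline was tested on simulated data with the genes' own means, dispersions and library sizes. Of the genes changed 2-fold, 11.8% of 195 tested were recovered against both controls in the glia dataset and 92.5% of 200 in the neuron dataset, all in the right direction, with 0 and 1 false calls among 11025 and 10686 genes. In 20 simulations overexpression was set at the mean of both controls, which share the overexpression libraries in their comparisons. At most 1 gene changed against both in a simulation. Where the controls differ, this setting gives the 2 changes opposite signs, so few calls of the same sign follow from it. It speaks to false calls only for genes whose controls are alike, and genes were simulated independently, without deviations shared by a library. A simulated list of 30 genes raised 1.5-fold was found, and a list of 30 unchanged genes had a camera p of 0.297.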

Results

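To measure the transcriptional effect of Bchs overexpression in glia or neurons, mRNA of adult fly heads was sequenced in 6 groups of 5 libraries. Glial overexpression (repo-Gal4 with UAS-bchs::HA) was compared with a repo-Gal4 control and a UAS control, and neuronal overexpression (nSyb-Gal4 with UAS-bchs::HA) with an nSyb-Gal4 control and a UAS control of its own. Counts in genes ranged from 28685786 in repo-Gal4 control 4 to 84208964 in repo-Gal4 control 5 in the glia dataset, and from 44017794 in nSyb-Gal4 control 2 to 60266009 in nSyb-Gal4 control 5 in the neuron dataset.

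Libraries of the glia dataset differed in their counts of long transcripts. The length slope, the log2 deviation from the dataset median per doubling of transcript length, was -0.93 in UAS control 2 and -0.62 in repo-Gal4 control 3. The other 13 libraries of the glia dataset lay between -0.23 and 0.06, with glial overexpression 5 the lowest, and the neuron dataset between -0.07 and 0.09. The TMM factor of UAS control 2 was 0.771, against at least 0.953 in the rest of its dataset. The first principal component held 67.2% of the variance in the glia dataset and 39.9% in the neuron dataset.

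**Figure D1:**
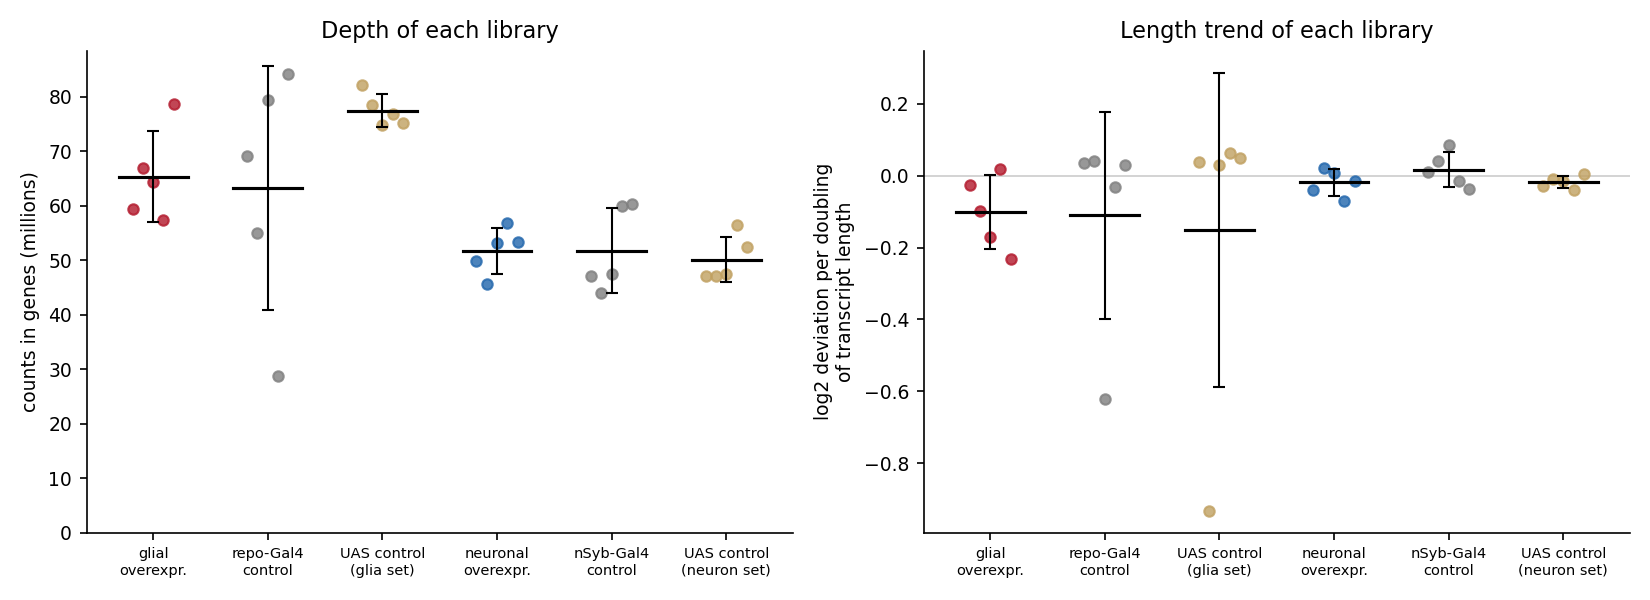
Counts in genes (left) and length slope (right, log2 deviation per doubling of transcript length) of each library by group; points are libraries, lines are means and bars are SD (n = 5). UAS control 2 at -0.93 and repo-Gal4 control 3 at -0.62 lie below all other libraries in length slope.

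The overexpressed gene was examined first. bchs (FBgn0043362, BDGP6.54 2L:5907169-5922776, plus strand, with 1 gene overlapping its exons) was at 1207 ± 50.3 CPM in glial overexpression (SD, n = 5), 155 ± 67.3 in the repo-Gal4 control and 167 ± 83.9 in the UAS control. Its log2 fold change was 2.97 (SE 0.57, edgeR adjusted p 0.0324) against the repo-Gal4 control and 2.86 (SE 0.57, adjusted p 0.0257) against the UAS control. The spread of the controls came from UAS control 2, at 17.04 CPM, and repo-Gal4 control 3, at 34.8 CPM, the libraries with the lowest length slopes. The adjusted p passed 0.05 by a small margin: of the 15 fits that each left out 1 library, 13 lost the call against the repo-Gal4 control and 9 against the UAS control, while the log2 fold change stayed between 2.71 and 3.05 and between 2.57 and 2.94. The call held against both controls without repo-Gal4 control 3 and without UAS control 2. All 5 glial overexpression libraries lay above all 10 controls (two-sided exact permutation test, p = 0.00794 against each control, the smallest it can give). In neuronal overexpression bchs was at 428 ± 97.6 CPM, against 102 ± 16.6 in the nSyb-Gal4 control and 91.3 ± 10.05 in the UAS control. Its log2 fold change was 2.07 (SE 0.15, adjusted p 2.41e-07) and 2.23 (SE 0.15, adjusted p 3.65e-08), and no fit without a library lost the call. The difference between the glial and the neuronal log2 fold change of bchs, 0.74, did not pass the threshold (adjusted p 0.825).

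The gene w (white, FBgn0003996, X:2790599-2796466, minus strand), which transgenes carry as an eye colour marker, was at 242 ± 16.03 CPM in glial overexpression, 202 ± 29.3 in the repo-Gal4 control and 7.27 ± 1.45 in the UAS control. It did not pass the threshold of edgeR against the repo-Gal4 control (log2 fold change 0.26, SE 0.17), while the exact permutation test of the same groups gave p = 0.0317, and its log2 fold change against the UAS control was 5.06 (SE 0.20, adjusted p 2.79e-09). In the neuron dataset w was at 39.3 ± 3.27 CPM in overexpression, 15.97 ± 0.812 in the nSyb-Gal4 control and 6.01 ± 0.0892 in the UAS control, with log2 fold changes of 1.30 (SE 0.05, adjusted p 6.70e-11) and 2.71 (SE 0.06, adjusted p 2.13e-15).

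**Figure D2:**
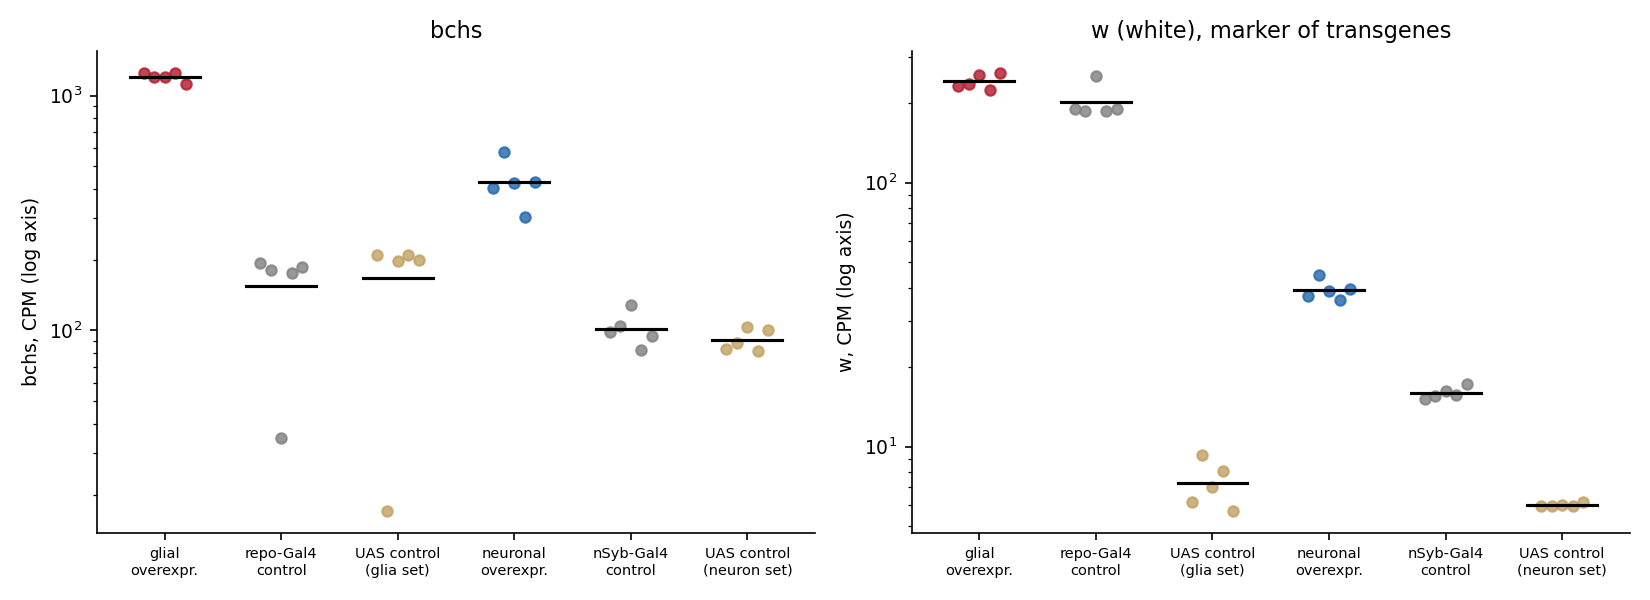
CPM of bchs (left) and w (right) in each library on log axes; points are libraries and lines are group means (n = 5). bchs is above all controls in each overexpression library, and 2 control libraries of the glia dataset, at 17.04 and 34.8 CPM, lie below the others.

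Glial overexpression was then compared with its controls over 11149 genes. Against the repo-Gal4 control, 54 genes changed (39 higher, 15 lower), and against the UAS control 126 (84 higher, 42 lower). The controls themselves differed in 99 genes (51 higher in the repo-Gal4 control, 48 lower). Changed against both controls were 18 genes, 11 higher and 7 lower, and 1 gene changed in opposite directions (CG4914, named after its values were seen). In all 18 the 5 overexpression libraries lay on one side of all 10 controls, which the selection against both controls favours. Among the alternatives set before the data were examined, a contrast against the mean of both controls moved this number most, to 105 genes, and a fit of all 6 groups gave 100. Leaving out the 2 control libraries with low length slopes, chosen after seeing the data, gave 442 genes (330 higher, 112 lower), among them all 18.

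Higher in glial overexpression, besides bchs, were Hsp70Bb (FBgn0013278, 3R:12505793-12508139), CG12869 (FBgn0033943, 2R:14591203-14595617) and Cpr76Bc (FBgn0036880, 3L:19520945-19527272). Hsp70Bb was at 19.2 ± 3.43 CPM against 1.02 ± 0.156 in the repo-Gal4 and 1.35 ± 0.277 in the UAS control, with log2 fold changes of 4.23 (SE 0.19, adjusted p 1.12e-08) and 3.83 (SE 0.19, adjusted p 3.15e-08). It has near-identical copies in the genome, so its counts are uncertain. CG12869 rose by 1.71 (SE 0.27, adjusted p 0.00977) and 1.72 (SE 0.27, adjusted p 0.00565) on the log2 scale, with 1 gene overlapping its exons. The 4 lower genes with the largest change were lncRNA:CR46123 (FBgn0267798, 3R:1366234-1366601), hoka (FBgn0035583, 3L:4898900-4900869), antr (FBgn0050488, 2R:12846848-12848004) and GILT3 (FBgn0039098, 3R:23677358-23678421). hoka was at 0.0302 ± 0.0497 CPM in glial overexpression, at most 10 counts in a library, against 1.52 ± 0.340 and 1.28 ± 0.438. lncRNA:CR46123 was at 0.0171 ± 0.0382 CPM, at most 5 counts, against 1.07 ± 0.727 and 1.46 ± 0.784, and antr at 0.0183 ± 0.0200 CPM against 0.357 ± 0.0933 and 0.220 ± 0.0761. GILT3 fell from 7.95 ± 3.62 and 10.5 ± 8.79 CPM to 1.13 ± 0.677. lncRNA:CR46123 lost its call in 6 and GILT3 in 5 of the 15 fits that left out 1 library, and the other genes of this paragraph, bchs aside, in none.

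Neuronal overexpression was compared with its controls over 10778 genes. Against the nSyb-Gal4 control 1782 genes changed (883 higher, 899 lower), and against the UAS control 4157 (1977 higher, 2180 lower). The nSyb-Gal4 control differed from the UAS control in 2759 genes (1267 higher, 1492 lower). Changed against both controls were 1096 genes, 511 higher and 585 lower, and 72 genes changed in opposite directions. In 640 of the 1096, with a mean of at least 10 counts, all 5 overexpression libraries lay on one side of all 10 controls. A fit of all 6 groups moved this number most among the alternatives that kept the definition and threshold, to 174 genes. With a change of at least 1.5-fold against each control in addition, 321 genes passed, 229 higher and 92 lower. In simulated counts, 92.5% of 2-fold changes were recovered in this dataset and 11.8% in the glia dataset, so the datasets differed in the power to detect a change.

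**Figure D3:**
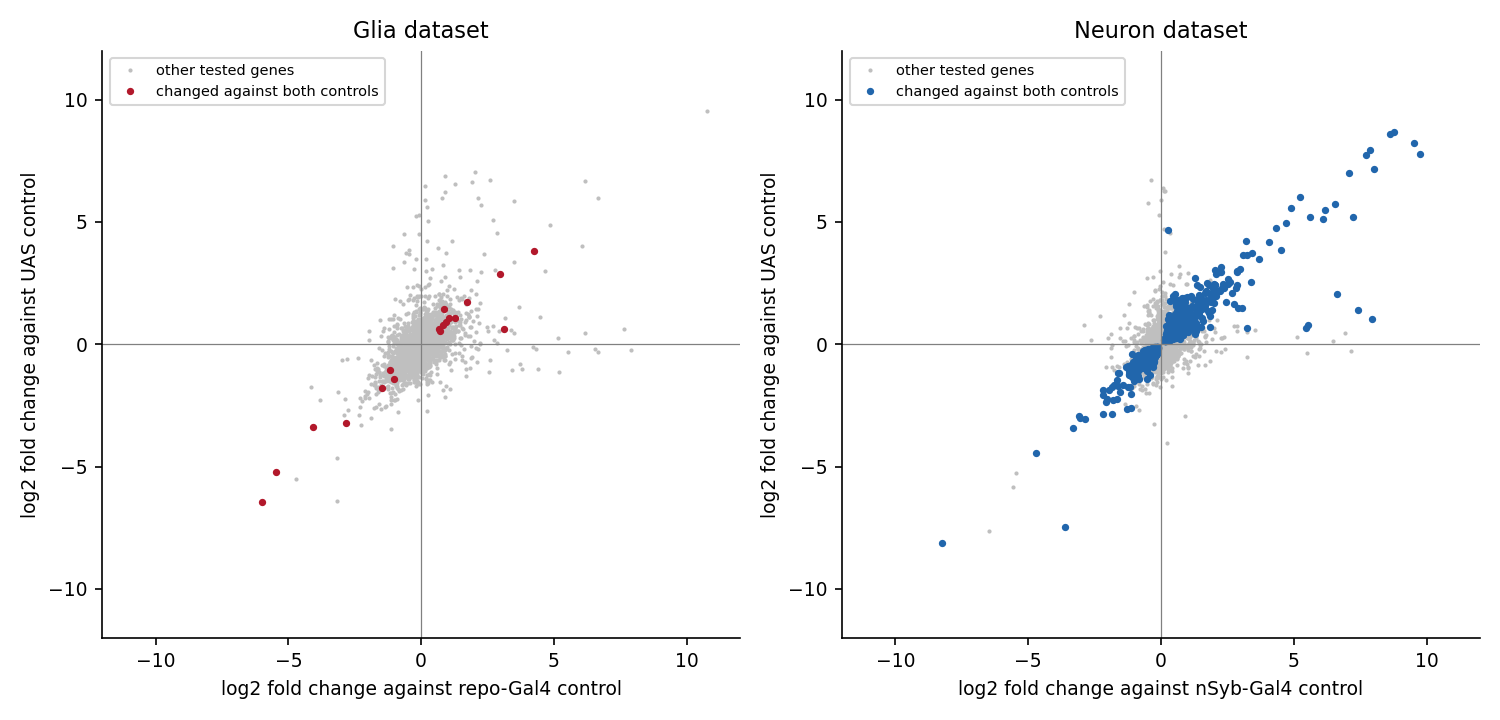
Log2 fold change of overexpression against the Gal4 control (x axis) and against the UAS control (y axis) for each tested gene in the glia dataset (left) and the neuron dataset (right); coloured points are the 18 and 1096 genes changed against both controls, grey points the other genes. Overexpression libraries are shared by both axes.

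The 4 higher genes with the largest change in neuronal overexpression were edin (FBgn0052185, 3L:17494880-17495300), SPH93 (FBgn0032638, 2L:17454263-17455923), CG43968 (FBgn0264699, 3L:23784231-23787405) and GNBP-like3 (FBgn0034511, 2R:20526311-20526825). edin was at 45.0 ± 58.4 CPM (range 0.364 to 141) against 0.0987 ± 0.0494 and 0.110 ± 0.0552, with log2 fold changes of 8.77 (SE 1.74, adjusted p 0.00424) and 8.67 (SE 1.71, adjusted p 0.00205). SPH93 was at 12.2 ± 15.2 CPM (range 0.518 to 38.7) against 0.328 ± 0.0639 and 0.183 ± 0.0401, and GNBP-like3 at 152 ± 123 (range 24.3 to 345) against 14.2 ± 3.54 and 11.3 ± 1.27. The spread among overexpression libraries of edin, SPH93 and GNBP-like3 was of the size of their mean. CG43968 was at 0.697 ± 0.279 CPM, at least 9.78-fold higher than in the nSyb-Gal4 control, whose libraries had at most 3 counts, and against 0.0242 ± 0.0364 in the UAS control. Lower were lncRNA:CR46123, with 0 counts in all 5 neuronal overexpression libraries and therefore at least 11.3-fold lower than in the nSyb-Gal4 control and at least 10.4-fold lower than in the UAS control, and hoka, at 0.119 ± 0.0230 CPM against 3.15 ± 0.747 and 2.60 ± 0.445. CG15865 (FBgn0015336, X:16660898-16664455) had at most 3 counts in an overexpression library, at least 6.92-fold lower than in the nSyb-Gal4 and at least 100.2-fold lower than in the UAS control. CG42822 (FBgn0262004, 3R:17413901-17414607) was at 0.0626 ± 0.0429 CPM against 0.661 ± 0.110 and 0.703 ± 0.297.

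The effects in glia and neurons were compared over 10678 genes tested in both datasets. Of 18 genes changed in glial and 1082 in neuronal overexpression, 10 were shared, all with one direction, against 1.82 expected (Fisher's exact test, odds ratio 11.2, p = 2.24e-06). These were Cpr76Bc, CG30151, ncd, bchs and Hsp70Bb, which were higher, and hoka, antr, asRNA:CR43454, lncRNA:CR46123 and GILT3, which were lower. Among them bchs is shared by design, as both overexpression groups express its transgene. A strain background common to both overexpression groups was not tested and stays open for shared genes near 0 in them, such as hoka. The overlap alone therefore does not show a shared response to overexpression. CG30151 and ncd fell outside the naming rule and were named after their values were seen. Cpr76Bc had log2 fold changes of 1.26 (SE 0.13) and 1.06 (SE 0.13) in glial and 1.27 (SE 0.07) and 0.43 (SE 0.07) in neuronal overexpression, the larger adjusted p being 0.000594. asRNA:CR43454 (FBgn0263408, 3R:22996454-22997785, 1 gene overlapping its exons) had log2 fold changes of -1.48 (SE 0.23) and -1.79 (SE 0.23) in glial and -0.70 (SE 0.15) and -0.82 (SE 0.15) in neuronal overexpression. Those of hoka were -5.47 and -5.22 in glial and -4.71 and -4.43 in neuronal overexpression; the glial size rests on few counts, and without glial overexpression 5, which held 10 of them, the smaller of both changes was -7.08. The changes of antr were -4.09 and -3.39 in glial and -2.07 and -2.37 in neuronal overexpression. Hsp70Bb passed the threshold in neuronal overexpression by a small margin (log2 fold changes 0.94 and 0.76, adjusted p 0.0323 and 0.0429), and 14 of the 15 fits without a library lost that call, all but the one without UAS control 2 of the neuron dataset. Across genes, the correlation of the mean log2 fold changes was 0.43 (Pearson's r) and 0.17 (Spearman's rho); genes are not independent replicates.

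**Figure D4:**
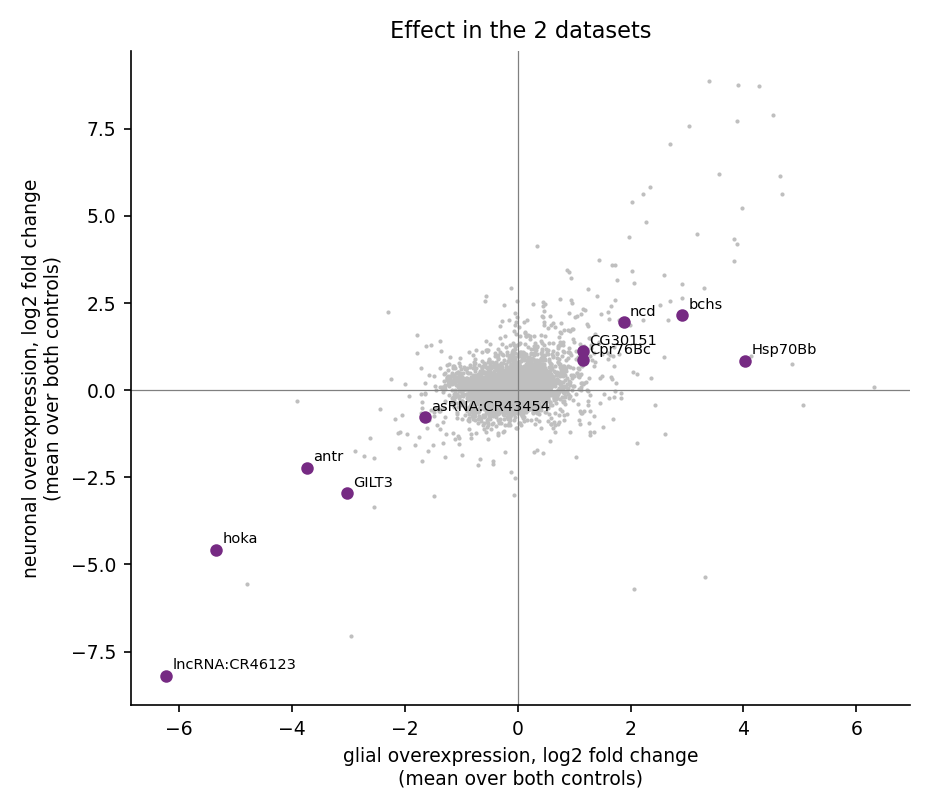
Log2 fold change of glial (x axis) and neuronal (y axis) overexpression, each the mean over both controls, for genes tested in both datasets. Labelled points are the 10 genes changed against both controls in both datasets, all of them with the same sign on both axes.

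A direct test of the difference between the glial and the neuronal effect found 123 of 11137 genes, 61 with a higher and 62 with a lower effect in glia. Among the named genes these were Hsp70Bb (difference 3.16 on the log2 scale, adjusted p 4.44e-07), CG12869 (1.73, adjusted p 0.000203), w (0.64, adjusted p 0.0159) and CG43968 (-6.16, adjusted p 0.00212). The direction for w depended on the control: the difference was -1.05 (adjusted p 0.00152) with effects taken against the Gal4 controls and 2.32 (adjusted p 2.79e-10) against the UAS controls, while the other 3 genes kept their direction and an adjusted p under 0.05 with each control. CG43968 had at most 16 counts in a library of the glia dataset and was not tested there on its own, so the size of its difference is a fitted value near the floor. The UAS controls of the 2 datasets, which per the labels differ in RNA extraction, differed in 340 of these genes (150 higher in the glia dataset, 190 lower).

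Of 17 gene lists, 4 changed against both controls in the glia dataset and 3 in the neuron dataset by camera with the preset correlation. In glial overexpression these were antimicrobial peptides and heat shock and chaperone genes (higher, larger adjusted p 1.71e-05 and 0.00216) and neuronal markers and respiratory chain genes (lower, larger adjusted p 0.0352 and 0.0119). In neuronal overexpression they were antimicrobial peptides (higher, larger adjusted p 6.08e-05) and respiratory chain and female-biased genes (lower, larger adjusted p 1.09e-09 and 0.0386). Under fry, the heat shock list in glia and all 3 lists in neurons held, and autophagy (larger adjusted p 0.00145) and glial markers (0.0468) were added as lower in neurons. With an estimated correlation none held, and at an unadjusted p under 0.05 against both controls 1 list passed in glia and 0 in neurons. Without the 2 libraries with low length slopes, the heat shock list lost its call in glia (larger adjusted p 0.0883). The lists of the lysosomal proton pump, the proteasome, the cytosolic and the mitochondrial ribosome, phototransduction, clock, cuticle, cytochrome P450 and glutathione transferase genes did not change against both controls in either dataset by camera or fry. Fat body genes in glial overexpression passed against each control with opposite directions, lower than in the repo-Gal4 and higher than in the UAS control.

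Among the antimicrobial peptide genes, 13 of 14 tested were higher against both controls in neuronal overexpression (CecA1, CecA2, CecB, CecC, DptA, Dro, AttA, Mtk, DptB, AttD, AttC, AttB and Drs). Adjusted over the list alone, 13 passed against each control as well. Several Att and Cec genes are close copies of each other and their counts are uncertain. The mean log2 CPM of the list was 4.84 ± 3.05 in neuronal overexpression (range 0.66 to 7.91), 0.19 ± 0.35 in the nSyb-Gal4 control and 0.58 ± 0.52 in the UAS control (two-sided exact permutation test, p = 0.0159 and 0.0238), with 4 of 5 overexpression libraries above all controls and replicate 3 at the control level. In the glia dataset 0 of 13 members changed against both controls and 1 did at an unadjusted p under 0.05. Adjusted over the list alone, 12 passed there against the UAS control and 0 against the repo-Gal4 control. The mean there was 3.32 ± 2.48 in glial overexpression, 1.41 ± 2.35 in the repo-Gal4 control and -0.24 ± 0.43 in the UAS control (exact permutation test, p = 0.302 and 0.00794). Glial overexpression 1 and 2 were at 0.95 and 0.47, the other 3 libraries between 4.46 and 6.16, and repo-Gal4 control 3 at 5.60.

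**Figure D5:**
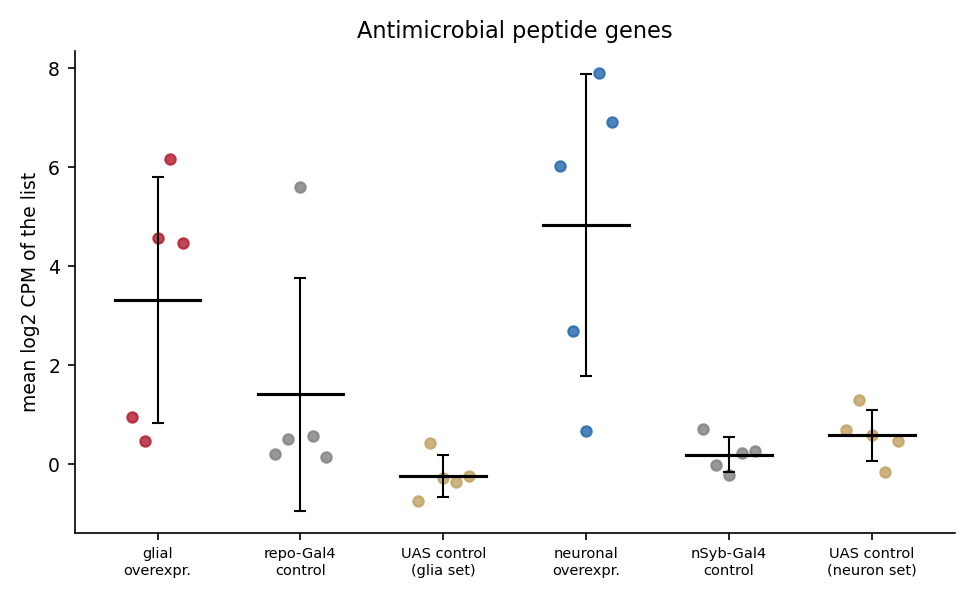
Mean log2 CPM of the antimicrobial peptide genes (13 tested in the glia dataset, 14 in the neuron dataset) in each library by group; points are libraries, lines are means and bars are SD (n = 5). Neuronal overexpression 3 lies at the control level with 0.66, and repo-Gal4 control 3 lies at the level of overexpression libraries with 5.60.

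Of 62 tested respiratory chain genes, 25 were lower and none higher against both controls in neuronal overexpression, with medians of the log2 fold changes of -0.20 against the nSyb-Gal4 control and -0.30 against the UAS control. Over all genes 27 and 52 members passed against these controls, and adjusted over the list alone 48 and 53. In the glia dataset 0 of 68 members changed against both controls, 0 at an unadjusted p under 0.05. The list lost its camera call there without repo-Gal4 control 3 (larger adjusted p 0.886), UAS control 2 (0.191) or glial overexpression 4 (0.0980). Neuronal markers in glia lost their call in 10 of the 15 fits without a library, among them those without UAS control 1, 3, 4 or 5 (larger adjusted p 0.190 to 0.208), and female-biased genes in neurons without neuronal overexpression 4 (0.0601). Of 22 autophagy genes, Atg9 and Atg2 were lower in neuronal overexpression and none changed in glial overexpression. The mean log2 CPM of this list was 5.51 ± 0.018 in neuronal overexpression, 5.59 ± 0.018 in the nSyb-Gal4 control and 5.57 ± 0.022 in the UAS control (exact permutation test, p = 0.00794 against each), with all 5 overexpression libraries below all 10 controls; in the glia dataset the exact permutation test gave p = 0.492 and 0.960. The female-biased list differed in neuronal overexpression too (exact permutation test, p = 0.0159 against each). Glial markers there did not (exact permutation test, p = 0.0794 and 0.0952). Neuronal markers in glial overexpression did not differ from the repo-Gal4 or the UAS control (exact permutation test, p = 0.5 and 0.492). Of the 17 neuronal markers, 0 changed there against both controls, 0 at an unadjusted p under 0.05. Of the female-biased genes, Yp2 and fit were lower in neuronal overexpression. repo, Indy and Tret1-1 of the glial markers were lower in neuronal overexpression, and Mdr65 was higher in glial overexpression. Of the other lists, Vha100-2, RpS20, RpL3, mRpL10, ninaA, trpl, Rh6 and Hsp67Bc were lower and Lsp1gamma higher in neuronal overexpression, along with 6 cuticle (5 higher, 1 lower), 14 cytochrome P450 (6 higher, 8 lower) and 6 glutathione transferase genes (1 higher, 5 lower). Cyp301a1 was higher in glial overexpression.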

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

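All tests in this part were chosen after the results were seen, except the thinning of counts.

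Among 141 sets of 5 libraries, 1 library lay far from the other 4 in 30 sets, against 7.05 by chance. In 18 of the 30 it was UAS control 2 or repo-Gal4 control 3 of the glia dataset. Dixon's ratio of the gap to the range was 0.968 for the length slope of UAS control 2 and 0.891 for that of repo-Gal4 control 3, and 0.933 and 0.881 for their bchs CPM. For w it was 0.962 in the repo-Gal4 control, where replicate 3 was at 254 CPM. The same 2 libraries stood apart in autophagy genes (0.903 and 0.846), the male-biased genes (0.930 and 0.934), clock genes (0.902 and 0.878), neuronal markers (0.984 and 0.808) and GILT3 (0.930 and 0.755). UAS control 2 also stood apart in glial markers (0.933) and phototransduction genes (0.717), and repo-Gal4 control 3 in antimicrobial peptide genes (0.921).

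Low depth is argued against as the source of this pattern, since these libraries held 78529256 and 79442706 counts and ranked 11 and 13 from the lowest among 15. A swap of labels between the controls is also argued against: w followed the labels in all 10 controls, with the lowest repo-Gal4 library 20.1 times above the highest UAS library. Reads in no feature were at most 0.505% of these libraries, against 1.12 to 2.55% in the others. Loss of long RNA during extraction or storage is an open explanation that was not tested. No biological explanation was tested either. As the other 4 libraries of each group lack the trend, a cause in single samples stays open. In UAS control 2 the mean log2 CPM of neuronal markers was 4.88, against 8.74 to 8.80 in the other libraries of its group. That of phototransduction genes was 9.64, against 9.70 to 9.73, so the lists were not lowered alike.

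The small number of genes in the glia dataset may follow from these libraries. Leaving out 1 library of each control in every combination gave 442 genes against both controls for this pair and 7 to 71 for the 24 other pairs, so that 0 of the others gave as many. Without this pair the length slopes of glial overexpression lay between -0.233 and 0.0192. Those of the controls lay between 0.0291 and 0.0628, except repo-Gal4 control 4 at -0.0316. A length trend in the overexpression libraries therefore cannot be excluded for part of the 442 genes. Depth is argued against: the neuron dataset thinned to 28685786 counts per library still gave 921 genes.

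The high antimicrobial peptide genes in repo-Gal4 control 3 lay 5.24 log2 units above the other repo-Gal4 controls. The loss of long transcripts is argued against for this part, as random lists matched on transcript length reached at most 2.26 in 10000 draws. In neuronal overexpression, reads shared between copies are argued against as the whole cause, since 5 of 6 members outside the Att and Cec families were higher. The length trend is argued against too, as the list kept a larger adjusted camera p of 5.32e-05 with the length slope as a covariate. Exposure of single samples to microbes cannot be told apart from an effect of overexpression. A control library reached 5.60 and neuronal overexpression 3 stayed at 0.66, yet the nSyb-Gal4 and UAS controls of that dataset reached at most 1.29, and infection was not recorded in the labels. SPH93 showed the same kind of spread, with neuronal overexpression 4 at 38.7 CPM against at most 9.71 in the other libraries (ratio 0.759).

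With SPH93, 12 sets lay outside these 2 libraries, against 7.05 by chance in all. The other 11 were the share of alignments that were not unique in nSyb-Gal4 control 4 (0.851) and UAS control 1 of the neuron dataset (0.734), w in UAS control 5 of the neuron dataset (0.854), Hsp70Bb in glial overexpression 4 (0.723), hoka in glial overexpression 5 (0.855) and neuronal overexpression 1 (0.728), GILT3 in glial overexpression 3 (0.778) and nSyb-Gal4 control 5 (0.753), lncRNA:CR46123 in glial overexpression 4 (1), the only library of its group with any count, autophagy genes in glial overexpression 1 (0.758) and CG43968 in neuronal overexpression 3 (0.819). No explanation was tested for them.

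The effect of 4 named genes differed between glial and neuronal overexpression by the test of the difference, with log2 differences of 3.16 for Hsp70Bb, 1.73 for CG12869, 0.64 for w and -6.16 for CG43968, a fitted value near the floor. For w the direction depended on the control, with -1.05 against the Gal4 controls and 2.32 against the UAS controls, so no direction is drawn for it. The 2 length-biased libraries are argued against as the cause, because all 4 genes kept an adjusted p under 0.05 without them. A shift by extraction or batch common to a dataset would move controls and overexpression alike. Control means of Hsp70Bb were 1.02 and 1.35 CPM in the glia and 1.13 and 1.30 in the neuron dataset. Those of CG12869 were 1.15 and 1.15, and 0.956 and 1.26. Glial overexpression was at 16.3 to 25.1 and 3.06 to 5.11 CPM, which argues against such a shift for these 2 genes. For w the UAS controls were at 7.27 ± 1.45 CPM in the glia and 6.01 ± 0.0892 in the neuron dataset. The repo-Gal4 control was at 202 ± 29.3 and the nSyb-Gal4 control at 15.97 ± 0.812. This argues against such a shift for w when effects are taken against the UAS controls. Each dataset has its own extraction, batch and list of counted features. They cannot be told apart from the driver for w against the Gal4 controls or for CG43968. The same holds for the rest of the 3836 genes that differed without the 2 length-biased libraries. For Hsp70Bb, reads shared between near-identical copies stay open: 0 of the 10 tested heat shock and chaperone genes outside the Hsp70 family changed against either control (1 at an unadjusted p under 0.05). Of the 5 Hsp70 genes, Hsp70Bb changed against both controls. Named after their values were seen, Hsp70Ab changed only against the UAS control (log2 fold change 3.48, adjusted p 8.87e-06, and 0.18 against the repo-Gal4 control), and Hsp70Ba only against the repo-Gal4 control (3.51, adjusted p 0.00977, and 0.46 against the UAS control). Strain differences in these copies were not tested and stay open as well.

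Transposable element features, listed only in the files of the glia dataset, entered no comparison of the report. They held between 0.00776 and 0.0963% of a library. Of 769 tested, 1 insertion (FBti0060280, named after its values were seen) changed against both controls, with 0 to 2 counts in the glial overexpression libraries and 17 to 129 in the controls. Between the repo-Gal4 and the UAS control 10 features differed, which is in line with strains that carry different insertions. A difference in strain background may therefore contribute to genes near 0 in overexpression, such as hoka, but which chromosomes the transgenes lie on was not used here.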

How the results depend on the processing

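Apart from 3 settings named below, and for the UAS controls DESeq2 and leaving out libraries, the alternatives were set before the data were examined. The log2 fold change of bchs kept its sign under all of them, from 2.57 to 3.19 in glial and from 1.95 to 2.34 in neuronal overexpression.

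Counts of changed genes in the glia dataset depended on the setting. Against both controls, the 18 genes became 90 with DESeq2, 100 in the fit of all 6 groups, 105 against the mean of both controls, 7 at an adjusted p under 0.01 and 7 when the larger p was adjusted. Against the repo-Gal4 control, the 54 genes became 176 with DESeq2, 191 in the fit of all 6 groups and 27 at 0.01. Against the UAS control, the 126 genes became 402, 541 and 47 in the same order, and 46 with only the groups compared. Between the controls, 99 became 272, 305 and 46, and 55 with only the groups compared. The cause was not tested, except that a stricter threshold gives fewer genes by construction.

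In the neuron dataset the stricter threshold gave 572 genes against both controls, 969 against the nSyb-Gal4 control, 2391 against the UAS control and 1264 between the controls. A change of at least 1.5-fold in addition gave 321, 551, 1029 and 649 in the same order, and moved the share of higher genes against both controls from 46.6 to 71.3%. The fit of all 6 groups gave 174, 311, 628 and 367, with 71.3% higher against both controls, and shares its estimate of spread with the glia dataset. Against the mean of both controls 2853 genes changed. RLE size factors, DESeq2 and the filters kept these counts within 1.5 times.

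The shared genes numbered 36 with DESeq2 and 4 at 0.01. The correlation of effects fell to 0.21 without a filter on low counts, which adds genes with few counts; the p thresholds do not enter it. The difference between the effects held 284 genes with DESeq2, 56 at 0.01, 237 with the effect taken against the UAS control and 27 against the Gal4 control. The comparison of the UAS controls gave 674 genes with DESeq2, 166 at 0.01 and 183 with a 1.5-fold minimum. Size factors moved its median over all genes to 0.13 on the log2 scale, from 0.09 under TMM, and its split to 216 higher and 137 lower from 150 and 190; DESeq2 gave 403 higher and 271 lower. The median of glial overexpression against the UAS control was -0.09 under TMM and -0.11 under RLE.

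The replicate block, with the sample number as a term, gave 7 genes against both controls in the glia dataset, 21 against the repo-Gal4 control, 65 against the UAS control, 54 between the controls, 5 shared genes and 74 genes for the difference of effects. bchs in glia was at 3.02 and 2.96 and lost its call. The labels do not say that numbers pair samples, and libraries with the same number correlated from -0.78 to 0.66 in their deviations between the controls of the glia dataset, so the numbers were not taken as pairing.

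Leaving out 1 library at a time moved the glia dataset most through UAS control 2. Against both controls the fits gave 8 to 86 genes: 86 without UAS control 2, 8 without glial overexpression 5, and 10 without glial overexpression 1 or 2 or repo-Gal4 control 4. They gave 33 to 201 against the repo-Gal4 control, 76 to 356 against the UAS control, 64 to 291 between the controls, 88 to 464 for the difference of effects, 5 to 31 shared genes and 227 to 2834 for the UAS controls, the highest of each without UAS control 2. Against the repo-Gal4 control the count fell to 33 without repo-Gal4 control 1 and to 35 without replicates 2, 4 or 5 of that control or glial overexpression 3. Against the UAS control it fell to at most 83 without glial overexpression 2, 4 or 5 or UAS control 1, 3, 4 or 5, and between the controls to 64 without repo-Gal4 control 1. Shared genes fell to 5 without glial overexpression 5 and to 6 without glial overexpression 1 or 2. In the neuron dataset they gave 839 to 1152 against both controls, 1367 to 1883 against the nSyb-Gal4 control, 3274 to 4856 against the UAS control and 1866 to 3743 between the controls. The correlation stayed between 0.32 and 0.46. bchs stayed between 2.71 and 3.05 and between 2.57 and 2.94 in glia, and between 1.95 and 2.18 and between 2.11 and 2.34 in neurons. The lists called were 3 to 6 in glia and 2 to 4 in neurons.

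The 3 settings chosen after seeing the data moved the glia dataset further. Without the 2 length-biased libraries, 442 genes changed against both controls and 707 against the repo-Gal4 control. Against the UAS control 1919 changed, and between the controls 484. Of 112 shared genes, 106 had one direction. The difference of effects held 3836 genes and the comparison of the UAS controls 5761. With the length slope as a covariate the same counts, with shared genes of one direction only, were 483, 730, 2786, 998, 129, 1693 and 4716. With voom and sample weights they were 2488, 3384, 4800, 1669, 228, 5219 and 7354, with 4508 between the controls of the neuron dataset and a correlation of 0.20. Voom also reversed the balance of directions in glia: against both controls 1023 genes were higher and 1465 lower (41.1% higher, against 61.1% in the main fit, 74.7% without the 2 libraries and 68.9% with the covariate), and against the repo-Gal4 control 46.7% were higher, against 72.2% in the main fit. Weights estimated from 5 libraries can favour few libraries, and how far this produced the higher counts was not tested.

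Gene lists depended on the treatment of correlation between genes: fry called 1 list in glia and 5 in neurons, the estimated correlation 0 and 0, and the length slope as a covariate 5 in neurons. Respiratory chain genes in glia reversed without the 2 length-biased libraries, to an adjusted p of 0.482. Of the other alternatives for single lists, 58 stayed on their side of the threshold, 15 were weaker and 2 stronger. Of those for single genes, 172 stayed and 12 were weaker.

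Other splits of the same libraries were refitted, 100 for each comparison with the real one included. Only the real split reached its number of genes for both overexpression groups against each control and against both controls, for the repo-Gal4 against the UAS control, for the shared genes, for the difference of effects and for the 442 genes without the 2 libraries (1 of 100 each). For the nSyb-Gal4 against the UAS control it was 2 of 100, with up to 3442 genes in another split, and for the correlation 3 of 100. For the UAS controls of the 2 datasets it was 6 of 100, with up to 4627 genes in another split. For the number of gene lists it was 54 of 100 in glia and 50 of 100 in neurons, so that as many lists are called by camera when libraries are grouped at random.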

Other observations

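The tests of w, sex and time of day were set before the data were examined, and the test of w without a library and the other tests in this part after the results were seen.

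If each transgene brings its own marker, w in overexpression should be near the sum of both controls. In the glia dataset the ratio of overexpression to that sum was 1.16. All 5 libraries exceeded the sum of the control means (209 CPM) and 0 the sum of the highest controls (263 CPM), which rests on repo-Gal4 control 3 at 254 CPM, and the exact permutation test against the sum gave p = 0.0794. Without the 2 length-biased libraries the ratio was 1.24, all 5 libraries exceeded the sum of the highest controls (198 CPM), and the exact permutation test gave p = 0.00794. Addition therefore cannot be told apart from a small excess in this dataset, as the answer turns on 1 library. In the neuron dataset the ratio was 1.79 and all 5 libraries exceeded that sum, which argues against plain addition of markers.

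A different share of females was tested with genes of each sex. Yp1 to Yp3 differed by -0.79 log2 units between neuronal overexpression and the nSyb-Gal4 control (two-sided exact permutation test, p = 0.0238), but roX1 and roX2 did not rise (difference -0.020, p = 0.905 by the exact permutation test). Against the UAS control these differences were -0.77 and 0.32 (exact permutation test, p = 0.0317 and p = 0.159). In glial overexpression the roX difference was -0.051 and neither set of genes passed. A shift in the share of females cannot be told apart from lower yolk protein genes alone, since a roX difference within the spread of 5 libraries excludes neither.

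Time of collection was tested with clock genes of opposite phase. The difference of tim, per and vri to Clk and cry changed by -0.042 log2 units between neuronal overexpression and the nSyb-Gal4 control and by 0.28 between glial overexpression and the repo-Gal4 control, neither beyond the spread (exact permutation test, p = 0.849 and 0.270). Against the UAS control of the glia dataset, glial overexpression was higher by 0.67 (exact permutation test, p = 0.0317), with the same sign as against the repo-Gal4 control. Differences within the spread of 5 libraries exclude no shift of that size. For genes changed against both controls, such a shift in time of collection cannot be told apart from an effect of overexpression in either dataset. Against the UAS control of the neuron dataset the nSyb-Gal4 control differed by -1.20 (exact permutation test, p = 0.00794, the smallest it can give) and neuronal overexpression by -1.24 (exact permutation test, p = 0.00794). In the nSyb-Gal4 control this came from tim, per and vri (-1.08), while Clk and cry rose by 0.12, within the spread (exact permutation test, p = 0.111). In neuronal overexpression tim, per and vri differed by -1.08 and Clk and cry rose by 0.16 (exact permutation test, p = 0.0397). A candidate explanation for part of the 2759 genes between these controls is a different time of day at collection. A difference in strain stays open. The clock difference itself was -0.12 ± 0.27 in neuronal overexpression, -0.077 ± 0.37 in the nSyb-Gal4 control and 1.12 ± 0.14 in the UAS control. Between neuronal overexpression and the nSyb-Gal4 control this argues against a shift as large as that from the UAS control, but not against a smaller one.

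Genes changed against both controls in the neuron dataset were not spread evenly over chromosomes. Of 1088 with a position, 553 (50.8%) lay on chromosome 3, against 44.2% of tested genes, which is 1.15 times the mean of 10000 random sets matched on expression (permutation p = 0.0002, the smallest they can give). On the X chromosome lay 10.4%, against 16.6% of tested genes (permutation p = 0.0002), and on chromosome 2 38.3%, against 38.1%. Neighbouring pairs of changed genes numbered 175, against 77 to 147 in the random sets. This is consistent with a strain background that differs on chromosome 3 between overexpression and both controls. Shared regulation of neighbouring genes stays open, and which chromosomes carry the transgenes was not used here.

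Respiratory chain genes are short, with a median longest transcript of 778 bases against 1940 for all tested genes, so a length trend could lower or raise them together. In the neuron dataset this is argued against as the whole cause, since the list kept an adjusted p of 6.66e-11 with the length slope as a covariate. In the glia dataset the lower respiratory chain genes may follow from the 2 length-biased libraries, without which the adjusted p was 0.482. Camera called as many lists in 50 of 100 splits in the neuron and 54 of 100 in the glia dataset, the real one included. This limits both statements.

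Neuronal markers, lower in glial overexpression by camera, followed the length slope within that group. From glial overexpression 4 to 5 the slope fell from 0.02 to -0.23, and the mean log2 CPM of the list was 8.66 in replicate 4, 8.14 in 1, 7.34 in 2, 6.16 in 3 and 6.63 in 5, a rank correlation of 0.90 with the slope (exact permutation test, p = 0.0833). In the repo-Gal4 control this rank correlation was 1 (exact permutation test, p = 0.0167) and in the UAS control 0.5 (exact permutation test, p = 0.45). UAS control 2 and repo-Gal4 control 3 were at 4.88 and 5.11. With the slope as a covariate the list kept an adjusted p of 0.00359, and without the 2 control libraries it was 1.48e-06, a setting that leaves the trend within overexpression in place. A length trend in the overexpression libraries therefore cannot be told apart from an effect of overexpression or from another cause in single libraries. The order of 5 libraries is too little to decide. A covariate fitted mainly to the 2 control libraries may also miss a trend in the overexpression libraries.

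The UAS controls of the 2 datasets differed in 340 genes, and in 5761 without the 2 length-biased libraries. Of 100 splits of all libraries, 6 reached 340 genes, the real one included, so a random grouping is not excluded for that number. Both groups carry the same transgene per the labels. Their files list different features. The share of alignments that were not unique was 2.02 ± 0.34% in the glia and 4.69 ± 0.12% in the neuron group. Extraction, batch, strain maintenance and the alignment and counting of reads cannot be told apart as causes.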
